# Erythritol alters phosphotransferase gene expression and inhibits the *in vitro* growth of *Staphylococcus coagulans* isolated from canines with pyoderma

**DOI:** 10.3389/fvets.2023.1272595

**Published:** 2024-01-04

**Authors:** Saki Onishi-Sakamoto, Tadashi Fujii, Keito Watanabe, Reina Makida, Keita Iyori, Yoichi Toyoda, Takumi Tochio, Koji Nishifuji

**Keywords:** erythritol, *Staphylococcus coagulans*, dog, pyoderma, glucose, phosphotransferase system

## Abstract

*Staphylococcus coagulans* (SC) belongs to a group of coagulase-positive staphylococci occasionally isolated from the skin lesions of dogs with pyoderma. We recently revealed that erythritol, a sugar alcohol, inhibited the growth of SC strain JCM7470. This study investigated the molecular mechanisms involved in this growth inhibition of JCM7470 by erythritol, and determine whether erythritol inhibits the growth of SC isolated from the skin of dogs with pyoderma. Comprehensive analysis of the gene expression of JCM7470 in the presence of erythritol revealed that erythritol upregulated the expression of *glcB* and *ptsG* genes, both of which encode phosphotransferase system (PTS) glucoside- and glucose-specific permease C, B, and A domains (EIICBA), respectively, associated with sugar uptake. Moreover, erythritol suppressed *in vitro* growth of all 27 SC strains isolated from the skin lesions of canine pyoderma, including 13 *mecA* gene-positive and 14 *mecA* gene-negative strains. Finally, the growth inhibition of the SC clinical isolates by erythritol was restored by the addition of glucose. In summary, we revealed that erythritol promotes PTS gene expression and suppresses the *in vitro* growth of SC clinical isolates from dogs with pyoderma. Restoration of the erythritol-induced growth inhibition by glucose suggested that glucose starvation may contribute to the growth inhibition of SC.

## Introduction

*Staphylococcus coagulans* (SC), formerly classified as *S. schleiferi* subsp. *coagulans*, is a coagulase-positive staphylococcus primarily isolated from the skin and ear canals of dogs (1–6). Among staphylococci, SC is the second most prevalent cause of skin lesion in dogs with pyoderma after *Staphylococcus pseudintermedius* (SP) (7). In addition to infections in dogs, SC has been reported to cause opportunistic infections in humans (8, 9). Similar to findings in other staphylococcal species (10–13), the emergence of methicillin- and multidrug-resistant SC has been reported (14–17), representing a problem for human and veterinary medicine. Against this background, the development of novel strategies for preventing canine pyoderma using bacteriostatic substrates is anticipated.

Erythritol (1,2,3,4-butanetetrol) is a polyol that is widely used in foods as an artificial sweetener (18). Both erythritol and xylitol, another type of polyol, were shown to inhibit the growth of *Streptococcus mutans, Streptococcus gordonii*, and *Porphyromonas gingivalis*, major human oral commensal bacteria (18–20). Recently, studies have also reported that erythritol inhibited the growth of the human skin commensal bacteria *Corynebacterium minutissimum, Corynebacterium striatum, Staphylococcus epidermidis*, and *Cutibacterium acnes*, as well as the major canine oral commensal bacteria *Porphyromonas gulae* and *Porphyromonas macacae* (21–23).

The mechanisms by which xylitol inhibits *S. mutans* have been well studied (24). *S. mutans* incorporates xylitol via the phosphoenolpyruvate-dependent phosphotransferase system (PEP-PTS) and phosphorylates it to xylitol 5-phosphate. The xylitol 5-phosphate accumulated in the bacteria directly inhibits enzymatic activity related to glycolysis and competes with the phosphor-heat stable protein (24) to indirectly inhibit sugar uptake. Such mechanisms may result in glucose starvation in *S. mutans* and the inhibition of bacterial growth.

Very recently, we revealed that erythritol suppressed *in vitro* growth of the SP and SC strains JCM17571 and JCM7470, respectively (25). Furthermore, erythritol upregulated PEP-PTS-related genes (*ptsG, ppdK*, and *ppdkR*) in SP JCM17571 (26). However, the exact molecular mechanism by which erythritol suppresses the growth of SC has not been elucidated. In this study, we aimed to identify the SC gene clusters whose expression was altered by erythritol. Moreover, we investigated whether erythritol suppresses the growth of SC clinical isolates *in vitro*.

## Materials and methods

### Bacterial strains

SC strain JCM7470 (identical to ATCC 49545) was provided by the Japan Collection of Microorganisms (JCM) and used as a reference strain (2). A previous study revealed that this strain was susceptible to oxacillin and cefoxitin by disk-diffusion tests (27). A total of 27 SC skin isolates from 27 dogs with pyoderma in different private practices and submitted to Vet Derm Tokyo Co., Ltd., for antibiotic susceptibility testing were also used as clinical isolates. The identification of SC was confirmed as follows: The DNA extracted from the 27 bacterial strains was subjected to multiplex PCR for identification of coagulase-positive staphylococcal strains (28). If the band size of the amplicons was identical to that in *S. schleiferi*, the strains were further subjected to a coagulase test using rabbit plasma (Eiken Chemical Co. Ltd., Tokyo, Japan) to identify *S. schleiferi* to the subspecies level (28). The *mecA* gene in the SC clinical isolates was identified by PCR with primer pairs used to identify this gene in *S. aureus*, SP, and *S. schleiferi* isolated from dogs (29). The antimicrobial susceptibility testing was performed by a disk diffusion test using KB Disk™ (Eiken Chemical Co. Ltd.), as described previously (30). The following antimicrobials were used for the susceptibility testing: amoxicillin-clavulanate (AMPC/CVA; 20 or 10 μg/disk), cephalexin (CEX; 30 μg/disk), cefpodoxime (CPDX; 10 μg/disk), enrofloxacin (ERFX; 5 μg/disk), gentamicin (GM; 10 μg/disk), sulfamethoxazole-trimethoprim (ST; 23.75–1.25 μg/disk), clindamycin (CLDM; 2 μg/disk), doxycycline (DOXY; 30 μg/disk), minocycline (MINO; 30 μg/disk), chloramphenicol (CP; 30 μg/disk), and fosfomycin (FOM; 50 μg/disk). Supplementary Table 1 lists the PCR primers used in this study, and Supplementary Table 2 shows the results of the disk diffusion susceptibility tests.

### Bacterial culture

The following experiments were performed in accordance with the methodology used in a previous study (26). A single colony of JCM7470 was inoculated into 3 ml of National Institute of Technology and Evaluation Biological Resource Center (NRBC) #802 medium containing 1% hipolypepton (Fujifilm Wako, Osaka, Japan), 0.2% yeast extract (Nacalai Tesque Inc., Kyoto, Japan), and 0.1% MgSO_4_·7H_2_O (Fujifilm Wako, pH 7.0), and incubated with rotation at 210 rpm until the optical density at 600 nm (OD_600_) reached 3.4. The bacterial suspensions were further diluted 100-fold in NRBC #802 medium with or without 5% (w/w) erythritol (B Food Sciences Co. Ltd., Tokyo, Japan) and incubated at 30°C until OD_600_ reached 0.8–1.0. These experiments were performed in triplicate. We chose an erythritol concentration of 5% in this study as we had observed that erythritol at higher concentrations significantly inhibited the growth of JCM7470 in a previous study (25).

### RNA sequencing (RNA-seq)

RNeasy Mini Kit (Qiagen, Venlo, Netherlands) was used to extract total RNA from the bacterial samples. The total RNA samples were submitted to Bioengineering Lab (Sagamihara, Japan). After removal of ribosomal RNA using riboPOOLS (siTOOLs Biotech, Planegg, Germany), a cDNA library for RNA-seq analysis was generated using MGIEasy RNA Directional Library Prep Set (MGI Tech, Shenzhen, China). The cDNA library was used to construct a circular DNA library using the MGIEasy Circularization Kit (MGI Tech). The cDNA library anchored by DNA Nanoball (DNA) was subjected to sequencing analysis using DNBSEC-G400 (MGI Tech). Nucleic Acid SeQuence Analysis Resource (NASQAR; https://nasqar.abudhabi.nyu.edu) was used for creating principal component analysis (PCA) plots of the triplicate samples and a heatmap to visualize the RNA-seq results. A volcano plot was created using ggVolcanoR (https://ggvolcanor.erc.monash.edu). Protein ANNotation with Z-scoRE (PANNZER2; http://ekhidna2.biocenter.helsinki.fi/sanspanz) was used for gene ontology (GO) analysis to predict the genes up- and downregulated in response to erythritol.

### Reverse-transcription quantitative polymerase chain reaction (RT-qPCR)

Transcriptor First Strand cDNA Synthesis Kit (Roche Diagnostics, Rotkreuz, Switzerland) with random primers was used to synthesize complementary DNA from total RNA extracted from JCM7470 with or without erythritol. Supplementary Table 1 lists the primers used in this study. The primer sets and TB Green^®^ Fast qPCR Mix (Takara Bio, Kusatsu, Japan) were used for RT-qPCR on a Thermal Cycler Dice^®^ Real-Time System III (Takara Bio) with 45 cycles of 95°C for 5 s and 55°C for 60 s. The *recA* gene, which has been validated as an appropriate reference gene for qPCR in SP (31), was used as a reference to evaluate the relative gene expression levels of the other genes. The RNA-seq performed in this study revealed that the *recA* gene expression in SC was consistent regardless of the presence of erythritol (log_2_FC = −0.19, *p* = 0.111), suggesting the validity of the *recA* gene as a reference gene for qPCR in SC. This experiment was performed in triplicate, and mean values were compared among the groups.

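In RNA-seq of S. coagulans JCM7470 grown with 5% (w/w) erythritol or without it, recA (locus tag RS09590), which encodes the recombinase RecA of DNA repair, was expressed at 1090.3 ± 88.7 CPM (counts scaled to the library's normalized total; SD, n = 3 libraries) in the control cultures. With erythritol its level was 991 ± 58.9 CPM (SD, n = 3). The log2 fold change of erythritol over control was -0.14 (standard error 0.0773). This difference did not pass edgeR's quasi-likelihood test (unadjusted p = 0.117, Benjamini-Hochberg adjusted p = 0.178). The groups overlapped, since erythritol replicate 2 (1058.5 CPM) lay above control replicate 1 (1014.7 CPM). An exact two-sided permutation test gave p = 0.2, and 3 libraries against 3 cannot give a p below 0.1.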

### *In vitro* turbidity assay of SC clinical isolates

The SC clinical isolates were pre-cultured in Luria-Bertani (LB) medium (Kanto Chemical Co., Inc., Tokyo, Japan) and diluted fivefold in this medium. Then, 30 μL of the diluted bacterial suspension was mixed with 900 μL of NRBC #802 medium with erythritol at concentrations of 0%, 5%, 10%, and 15% [w/w] in 96-well U-bottomed microplates (Watson Corporation, Tokyo, Japan). The OD_600_ was measured over time using EpochTM2 (Agilent Technologies, Inc., Santa Clara, CA, USA) from 0 to 6 h.

The effect of glucose on the erythritol-induced growth inhibition of SC clinical isolates was analyzed as follows. The SC isolates were incubated in NRBC #802 medium for 2 h and diluted fivefold in NRBC #802 medium. Then, 30 μL of the diluted bacterial suspension was mixed with 900 μL of NRBC #802 medium containing 0% erythritol and 0% glucose, 0% erythritol and 0.1% glucose, 10% erythritol and 0.1% glucose, 10% erythritol and 1% glucose, or 10% erythritol and 0% glucose, and 200 μL was inoculated into each 96-well plate. The OD_600_ was measured over time for up to 6 h. The experiments analyzing growth were performed in triplicate, and mean values were compared among the groups.

### Statistical analysis

Empirical Analysis of Digital Gene Expression Data in R (edgeR) exactTest was used to compare gene expression levels analyzed by RNA-seq. GraphPad Prism 9 software (GraphPad Software Inc., San Diego, CA, USA) was used for the following statistical analysis. Welch's t-test was used to compare transcription levels of *glcB* and *ptsG* genes between the groups, and the effect of erythritol on *mecA* gene-positive and -negative SC strains. Dunnett's test was used to compare the turbidity between SC strains incubated in the presence or absence of erythritol and/or glucose. A *p*-value of less than 0.05 was considered statistically significant.

## Results

### Comprehensive gene expression analysis of SC JCM7470 in response to erythritol

We first performed RNA-seq analysis to investigate the molecular mechanism behind the growth inhibition of JCM7470 by erythritol. 

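RNA of JCM7470 was sequenced from 3 control cultures and 3 cultures with 5% (w/w) erythritol, which the sample labels call biological replicates. Cultures were grown at 30 °C to an optical density of 0.8 to 1.0. The density was read at 600 nm according to the paper and at 660 nm according to the labels. The paper gives a 100-fold dilution at the start, whereas the labels give 30 μL of pre-culture into 3 mL of medium for the controls and 60 μL into 3 mL for erythritol. If the labels hold, an effect of the larger inoculum cannot be told apart from that of erythritol in any comparison here. The authors aligned the reads with Bowtie2 2.4.1 and counted them per coding sequence with featureCounts 2.0.0. The genome build and the strand setting of the count are not given in the sources used here. The authors deposited counts, RPKM and TPM in 1 table, and the counts were used here. The table holds 2303 coding sequences, of which 586 have a gene symbol and 197 are described as hypothetical proteins. Genes without a symbol are named here by the part of their locus tag from RS on. Where Table S3 gives a symbol that the deposited table lacks, the symbol of Table S3 is used. The counts per library summed to 16589804, 16962572 and 27123064 in control replicates 1 to 3. The sums were 17294425, 18110786 and 15713381 in erythritol replicates 1 to 3. Counts were normalized by trimmed mean of M-values (TMM), and the 2294 genes that passed edgeR's filter on low counts were tested, so that 9 were not. Each gene was compared between the groups with edgeR's quasi-likelihood test, and p was adjusted by the Benjamini-Hochberg method over the genes tested. A gene passed the test at an adjusted p under 0.05. Levels are given as TMM-normalized CPM, and each log2 fold change is erythritol over control. The 29 gene lists, the rule for the genes named, the thresholds and most alternative settings were fixed before the data were examined, and settings added later are named as such. Lists were compared with all other genes by limma's camera with a preset correlation between genes of 0.01, adjusted over the 28 lists of at least 3 genes. The genes in the paper's text and Table S3 had been read when the lists were written.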

After filtering the raw sequencing reads, we obtained 16,589,804, 16,962,572, and 27,123,064 clean reads of the transcriptome in control samples. By contrast, there were 17,294,425, 18,110,786, and 15,713,381 clean reads in the erythritol-treated samples.

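Genes of fermentation and of amino acid use differed in both directions between the cultures. pflB and pflA, which encode pyruvate formate-lyase and the enzyme that activates it, rose with erythritol by log2 fold changes of 1.29 (standard error 0.0890) and 1.23 (standard error 0.0816). The level of pflB went from 584 ± 57.7 CPM to 1431 ± 91.1 CPM (SD, n = 3 each). sdaAB_RS04750, a subunit of L-serine ammonia-lyase, rose by 1.48 (standard error 0.101). hutU and RS07080, a pair of enzymes of histidine breakdown, fell with log2 fold changes of -1.29 (standard error 0.143) and -1.25 (standard error 0.119). Of 9 genes of fermentation and overflow metabolism, 3 were higher, 1 was lower and 5 did not pass the test (4 higher and 2 lower when adjusted over the list alone). The list did not pass camera (adjusted p = 0.143). The other gene of this list named among the rises was adhE, an alcohol dehydrogenase, at 0.87 (standard error 0.190). The lower gene was RS03530, acetolactate decarboxylase, at -0.71. Of 30 genes of amino acid catabolism, 10 were higher, 5 were lower and 15 did not pass (10 and 5 when adjusted over the list alone). The adjusted p of the list was 0.157 by camera. gltB, which is among the 10, encodes a subunit of glutamate synthase, an enzyme of glutamate formation. Besides hutU and RS07080, the lower genes were hutH (-0.95), another enzyme of histidine breakdown, acsA (-1.06), an acetate--CoA ligase of acetate use, and RS04685 (-0.44), a Glu/Leu/Phe/Val dehydrogenase. RS03530, gltB, hutH, acsA and RS04685 are named here after their values were seen. Of 33 genes of sigma B and general stress, 12 were lower, 0 were higher and 21 did not pass by edgeR's quasi-likelihood test (11 lower when adjusted over the list alone). At an unadjusted p under 0.05, 2 were higher and 14 lower, DESeq2 called 2 higher and 13 lower, and edgeR's exactTest called 1 higher and 12 lower. This list did not pass camera (adjusted p = 0.0554, and adjusted p = 0.397 with an estimated correlation), but did at the preset correlation without control replicate 1 (adjusted p = 0.0123), control replicate 2 (adjusted p = 0.0262), erythritol replicate 2 (adjusted p = 0.0397) or erythritol replicate 3 (adjusted p = 0.045). It also passed with library totals (adjusted p = 0.0422), with the replicate number as a block (adjusted p = 0.0394) and, in a setting chosen after the data were seen, with a word match removed (adjusted p = 0.0483). The thioredoxin-family gene RS07425 fell with a log2 fold change of -1.39 (standard error 0.101), and RS04160, of the Asp23/Gls24 family of envelope stress proteins, with -1.27 (standard error 0.130). Over all genes tested, 1099 passed, of which 515 were higher and 584 lower with erythritol. At the thresholds of the paper, 168 genes differed, of which 56 were higher and 112 lower, and 167 of them also passed the adjusted test. Without control replicate 2, 772 genes passed, 338 of them higher, and without erythritol replicate 3, 733 passed, 309 of them higher. Without control replicate 1, 4 genes of the sigma B list were higher and 21 lower, 12 being lower with every library, and without control replicate 3, 2 fermentation genes were lower in place of 1.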

The calculated gene expression levels [|log2 fold change (log_2_FC)| > 1, *p* < 0.05] identified a total of 162 differentially expressed genes, including 60 upregulated and 102 downregulated genes, in JCM7470 following erythritol treatment. The PCA plot with 80% of the variance explained by PC1 exhibited a clear split between the control and erythritol-treated samples (Figure 1A). 

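The genes with the most weight on the first principal component (PC1) were glcB (4.92% of the component), RS04520 (3.14%), ptsG (2.35%) and RS10000 (2.06%), all higher with erythritol. They were followed by RS10595, RS05230, potC, bglA, RS00320 and, on the side of lower expression, cntK. These 10 genes made up 19.28% of PC1. The components were computed on log2 CPM of the 500 most variable genes, with a prior count of 2. Of these 500 genes, 410 passed edgeR's quasi-likelihood test, 140 of them higher and 270 lower with erythritol. PC1 held 85.3% of the variance and PC2 held 10.1%. The control libraries lay between -13.15 and -11.376 on PC1 and the erythritol libraries between 11.376 and 12.948. On PC2, control replicate 1 lay at 7.23 and control replicate 3 at -6.31, with the other 4 libraries between -2.93 and 2.19. The 3 genes with the most weight on PC2, named after their values were seen, were RS09005 (4.80%), a nucleobase symporter, RS09010 (3.62%), aspartate carbamoyltransferase, and RS09015 (1.91%), dihydroorotase.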

The heatmap is shown in Supplementary Figure 1.

**Figure 1:**
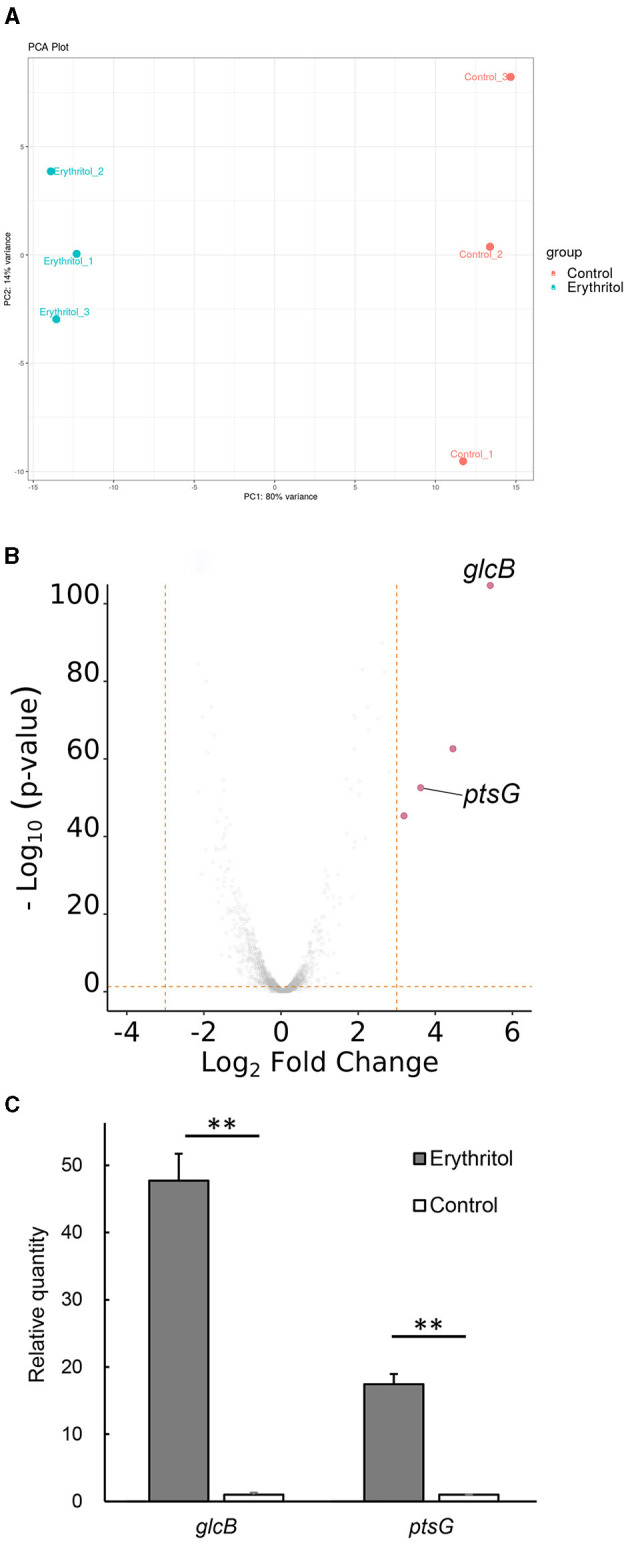
Gene expression analysis. **(A)** PCA plot shows a clear split between the control and erythritol-treated *Staphylococcus coagulans* JCM7470, with 80% of the variance explained by PC1. **(B)** The volcano plot shows differences in expression levels of up- and downregulated genes in JCM7470 treated with erythritol. The genes upregulated >10-fold (log_2_FC > 3.322, *p* < 0.05) in response to erythritol are highlighted in red. **(C)** Comparison of the expression levels of *glcB* and *ptsG* genes in JCM7470 treated with erythritol or control medium, as determined by RT-qPCR. ^**^p < 0.01.

### Erythritol upregulated the expression of glucose-specific phosphotransferase system genes in JCM7470

Among the 162 genes in JCM7470 differentially expressed in response to erythritol, only four were upregulated more than 10-fold (log_2_FC > 3.322) in the presence of erythritol. Conversely, no genes were downregulated more than 10-fold in the presence of erythritol.

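The 4 genes were glcB, RS04520, ptsG and RS10000. The estimated rises were 43.2-fold for glcB, 20.4-fold for RS04520, 13.5-fold for ptsG and 11.7-fold for RS10000. In each of the 4 genes, all 3 erythritol libraries lay above all 3 control libraries. The next rise was that of RS10595, which encodes a protein with a DUF5011 domain, at 8.14-fold (log2 fold change 3.02, standard error 0.252, adjusted p = 1.18e-04 from edgeR's quasi-likelihood test). RS05230, of the M50 family of metallopeptidases, followed at 6.67-fold (standard error 0.184 on the log2 scale). potC, a permease of the spermidine and putrescine transporter, rose 6.06-fold and bglA, a 6-phospho-beta-glucosidase, 5.80-fold. Of 19 genes of beta-glucoside and other sugar use, 12 were higher, 1 lower and 6 not past (12 and 1 when adjusted over the list alone). Camera gave this list an adjusted p of 4.96e-05 (adjusted p = 0.114 with an estimated correlation). bglA, which had been seen in Table S3 so that the count is not independent evidence, rose by 2.54 (standard error 0.0906), from 42.2 ± 4.30 to 245 ± 12.8 CPM (SD, n = 3 each). RS03750, N-acetylneuraminate lyase, rose by 1.17 (standard error 0.177). The lower gene was RS07310, sucrose-6-phosphate hydrolase, at -0.22, named after its value was seen, and the count of 1 became 0 without control replicate 2 or any of the erythritol replicates. Without erythritol replicate 2, the log2 fold change of RS10000 was 3.23, under the 3.322 that 10-fold makes, so that 3 genes remained.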

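The largest falls were in genes of metal uptake and of branched-chain amino acid synthesis. cntK, which encodes the histidine racemase of the synthesis of staphylopine, a metal chelator, fell from 86.8 ± 4.93 to 17.9 ± 1.51 CPM (SD, n = 3 each). Its log2 fold change was -2.28 (standard error 0.0836, adjusted p = 3.76e-06 from edgeR's quasi-likelihood test). ilvD, which encodes dihydroxy-acid dehydratase, followed at -2.19 (standard error 0.0991) and cntL at -2.14 (standard error 0.0909). The count of genes lower by more than 10-fold was 0 at an unadjusted p under 0.05 from this test, and it was also 0 by edgeR's exactTest and by DESeq2.
Of 10 genes of branched-chain amino acid synthesis, 9 were lower and 1 did not pass the test (9 lower when adjusted over the list alone). The list passed camera (adjusted p = 1.22e-07, and adjusted p = 0.431 with an estimated correlation). Besides ilvD the list holds ilvN, at -2.07 (standard error 0.166), ilvB, at -1.84 (standard error 0.137), and leuB, at -1.46 (standard error 0.136). The median log2 difference between control replicates 1 and 3 over these genes was 0.439. Of 5 genes of staphylopine and metal uptake, 4 were lower and 1 was higher (4 and 1 when adjusted over the list alone), at an adjusted p of 1.43e-12 by camera (adjusted p = 0.093 with an estimated correlation). cntM had -2.05 (standard error 0.0563) and cntA -1.93 (standard error 0.0614). Next to cntA, RS05650 and RS05645, which encode transporter permeases, had -1.58 and -1.34. The higher gene, RS01395, encodes a further nickel-binding transporter protein (0.64, named after its value was seen), and the count of 1 was 0 without control replicate 1 or 3 or any of the erythritol replicates. The ilv and cnt genes had been seen falling in Table S3 when these lists were written, so that the counts are not independent evidence. Of 18 genes of iron and heme uptake, 6 were lower, 1 was higher and 11 did not pass (6 and 1 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.330). RS04460 and RS04195, a pair of iron transporter permeases, had -0.66 (standard error 0.115) and -0.62 (standard error 0.108). The higher gene was RS08790, an iron transporter permease, at 0.36, named after its value was seen. Without erythritol replicate 1, 10 genes of this list were lower and its adjusted p at the preset correlation was 0.0448 (adjusted p = 0.858 with an estimated correlation and all libraries), and without erythritol replicate 3, 2 were higher.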

Supplementary Table 3 shows the predicted functional descriptions and GO biological processes for the top 15 up- and downregulated genes in response to erythritol. 

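potB and potD, further genes of the spermidine and putrescine transporter, rose by log2 fold changes of 2.17 (standard error 0.102) and 2.20 (standard error 0.0863). cydB, a subunit of cytochrome bd oxidase, rose by 2.16 from 327 ± 15.5 to 1462 ± 41.0 CPM (SD, n = 3 each). The cnt genes cntK, cntL, cntM and cntA, the ilv genes ilvD, ilvN, ilvB and ilvC, and the transporter genes appA, RS04725 and oppF of the table fell. All 30 genes of Table S3 passed edgeR's quasi-likelihood test, the 15 higher ones with log2 fold changes of 2.00 to 5.43 and the 15 lower ones with -2.28 to -1.69. The table was chosen by the authors on these libraries, so that its directions are not independent evidence. Ranked by log2 fold change among genes at an unadjusted p under 0.05, the 15 largest rises were the 15 of the table, and 14 of the 15 largest falls were in it. RS05060, which encodes an IDEAL domain protein and is named here after its value was seen, was among the largest falls at -1.73 (standard error 0.372, adjusted p = 0.00852).
Of 5 genes of peptide transport, 3 were lower, 1 was higher and 1 did not pass (3 and 1 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.201). gmpC, a dipeptide-binding lipoprotein, had -1.18 (standard error 0.0865), and RS02240, a peptide-binding transporter protein, had -0.91 (standard error 0.134). RS04955, the last of the 3, encodes a GW dipeptide domain protein rather than a transporter and had -0.72 (standard error 0.0902). The higher gene was RS00825, a peptide transporter, at 0.57, named after its value was seen. appA, RS04725 and oppF had -1.88, -1.78 and -1.69, and Table S3 describes RS04725 and oppF as parts of oligopeptide transport. The list did not take up these genes, since the deposited table lacks their symbols and describes them only as transporter parts. The list of polyamine transport held 1 gene, potD, which passed (1 higher when adjusted over the list alone). Of 11 genes of the respiratory chain, 6 were higher, 2 lower and 3 not past the test (6 and 2 when adjusted over the list alone), at an adjusted p of 4.11e-04 by camera (adjusted p = 0.431 with an estimated correlation). RS06585, the other subunit of cytochrome bd oxidase, rose by 1.97 (standard error 0.0561). The lower genes were menE (-0.26) and menC (-0.21), of menaquinone synthesis, both named after their values were seen. The 6 became 3 without control replicate 2 or erythritol replicate 1 and 2 without erythritol replicate 3, and the 2 lower genes became 1 without erythritol replicate 2 and 0 without control replicate 2, erythritol replicate 1 or erythritol replicate 3. These lists were written with Table S3 at hand, so that their counts are not independent evidence either.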

The GO analysis revealed that two of the four most upregulated genes were *glcB* [log_2_FC = 5.459, *p* < 0.001, positive predictive value (PPV) = 0.71] and *ptsG* (log_2_FC = 3.727, *p* < 0.001, PPV = 0.71), both of which encode PTS transporter subunit IIBC (Figure 1B). 

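glcB (RS07705) and ptsG (RS02480), which encode glucose-specific PTS transporter subunits IIBC, were both far higher with erythritol. The level of glcB was 35.2 ± 4.59 CPM in control cultures and 1524 ± 36.2 CPM with erythritol (SD, n = 3 each). This is a log2 fold change of 5.43 (standard error 0.111, adjusted p = 5.18e-07 from edgeR's quasi-likelihood test). The level of ptsG was 123 ± 10.1 CPM in control cultures and 1669 ± 55.0 CPM with erythritol (SD, n = 3 each), a log2 fold change of 3.76 (standard error 0.0786). All erythritol libraries lay above all control libraries for both genes (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). The genes are paralogs that may share reads.

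**Figure D1:**
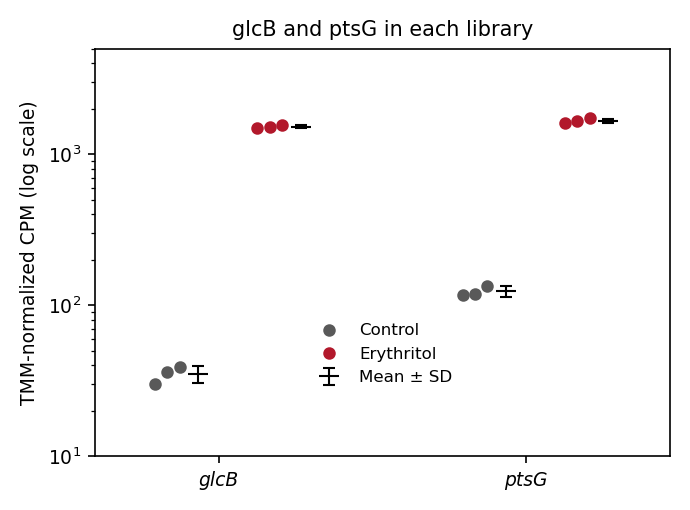
TMM-normalized CPM of glcB and ptsG in each library, on a log axis, for control and erythritol cultures. Points are single libraries, and the mean with its SD stands beside them. The control libraries lie between 30.1 and 39.0 CPM for glcB and the erythritol libraries between 1486 and 1558.

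Of 27 genes of the PTS, 16 were higher, 3 lower and 8 not past the test (16 higher and 4 lower when adjusted over the list alone). The list passed camera (adjusted p = 6.63e-08, and adjusted p = 0.138 with an estimated correlation). glcB and ptsG had been seen in the paper when the list was written, so that the count is not independent evidence. RS04755, a PTS sugar transporter subunit IIC, rose by 1.46 (standard error 0.0939) and RS02475, an antiterminator next to ptsG, by 0.98 (standard error 0.0660). RS07175, a glucose PTS transporter subunit IIA, had -0.17 and did not pass (adjusted p = 0.0563), but did by DESeq2 (adjusted p = 0.0308), with library totals (adjusted p = 0.0312), without control replicate 1 (adjusted p = 0.0284) and with the length trend removed (adjusted p = 0.022, a setting chosen after the data were seen). The list also took up 3 amidotransferase genes by their symbols, such as gatB, at 0.07 (adjusted p = 0.352). The lower genes were RS04690 (-0.39), RS06950 (-0.25) and RS07880 (-0.15), further PTS sugar transporter subunits IIC named after their values were seen, and the count of 3 became 1 without control replicate 2 or any of the erythritol replicates. Of 9 genes of glycolysis, 4 were higher, 1 lower and 4 not past (4 and 1 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.503). RS10510, an aldolase, and RS02135, glucose-6-phosphate isomerase, rose by 0.39 (standard error 0.0548) and 0.32 (standard error 0.0625). RS03525, another aldolase, rose by 0.24, as did pfkA, 6-phosphofructokinase, by 0.26, which is named after its value was seen. gap, glyceraldehyde-3-phosphate dehydrogenase, had -0.57 (standard error 0.0919). The median log2 difference between control replicates 1 and 3 over the glycolysis genes was 0.175. The 4 higher glycolysis genes became 2 without control replicate 2 or any of the erythritol replicates, and the 1 lower gene became 3 without control replicate 3. The paper proposes that glucose starvation under erythritol may raise the expression of PTS-related genes and slow growth. It draws on the rise of glcB and ptsG in JCM7470 and on growth that added glucose raised in cultures with erythritol. Those cultures were of the clinical isolates at a higher dose of erythritol, and the RNA-seq held no culture with added glucose.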

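RS04520 and RS10000, a pair of short coding sequences of 207 and 321 nt that the deposited table describes as hypothetical proteins, were higher in every erythritol library than in any control library. RS04520 had 20.5 ± 6.36 CPM in control cultures and 421 ± 135 CPM with erythritol (SD, n = 3 each). Its log2 fold change was 4.35 (standard error 0.322, adjusted p = 7.50e-05 from edgeR's quasi-likelihood test). RS10000 had 7.89 ± 1.52 CPM in control cultures and 93.3 ± 32.2 CPM with erythritol (SD, n = 3 each), a log2 fold change of 3.55 (standard error 0.277). Both genes were highest in erythritol replicate 2. Among their neighbours, RS10005, which encodes a protein with a fibrinogen-binding adhesin domain, rose by 0.61 (standard error 0.0894, adjusted p = 0.00156). RS04525, of the M60 family of metallopeptidases, rose by 0.46 (standard error 0.0945, adjusted p = 0.00699). RS09995, an alpha/beta hydrolase gene next to RS10000, fell with -0.30 (standard error 0.0908, adjusted p = 0.0317), and it no longer passed without control replicate 1 (adjusted p = 0.0533), control replicate 2 (adjusted p = 0.0767), erythritol replicate 1 (adjusted p = 0.114) or erythritol replicate 3 (adjusted p = 0.0798). RS04510 and RS04515, on the other side of RS04520 from RS04525, rose by 0.34 each (standard errors 0.0751 and 0.0806), and RS04515 no longer passed without control replicate 2 (adjusted p = 0.0536). RS04530 (-0.13) and RS10010 (-0.06) did not pass. RS09990, a flavin reductase family gene, had -0.27 and did not pass (adjusted p = 0.0501), but did by exactTest (adjusted p = 0.0375), by DESeq2 (adjusted p = 0.0451) and without control replicate 3 (adjusted p = 0.0102).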

Meanwhile, the other two most upregulated genes encode hypothetical proteins for which the associated biological processes are unknown (Figure 1B). RT-qPCR revealed that transcription levels of *glcB* and *ptsG* genes in the erythritol-treated group were significantly higher than those in the control group (*glcB, p* = 0.0024; *ptsG, p* = 0.0028, Figure 1C). The log_2_ fold changes of *glcB* and *ptsG* in the erythritol-treated group relative to the levels in the control group were 5.57 ± 0.06 and 4.12 ± 0.06 (mean ± SE), respectively.

### Glucose supplementation restored erythritol-induced growth inhibition of SC clinical isolates

We next investigated whether erythritol suppresses the growth of SC isolated from clinical lesions of canine pyoderma. *In vitro* turbidity assay revealed that the turbidity increased over time up to 6 h in both the control group and the erythritol-supplemented groups, regardless of whether the strains carried the *mecA* gene (Supplementary Figure 2). The turbidity of 27 SC clinical isolates incubated for 6 h in the presence of 5% (0.728 ± 0.172, *p* < 0.0001), 10% (0.460 ± 0.130, *p* < 0.0001), and 15% erythritol (0.283 ± 0.070, *p* < 0.0001) was significantly lower than the level upon incubation in the absence of erythritol (1.023 ± 0.193). Moreover, erythritol suppressed the growth of the SC clinical isolates in a concentration-dependent manner (*p* < 0.0001). In contrast, there were no significant differences in the baseline bacterial turbidity in the SC groups between erythritol-supplemented groups and the control group (*p* > 0.05) (Figure 2A). Furthermore, there were no significant differences in turbidity between the *mecA* gene-positive strains (*n* = 13) and *mecA* gene-negative strains (*n* = 14) supplemented with 0% (*p* = 0.295), 5% (*p* = 0.332), 10% (*p* = 0.703), and 15% erythritol (*p* = 0.709) (Figure 2B).

**Figure 2:**
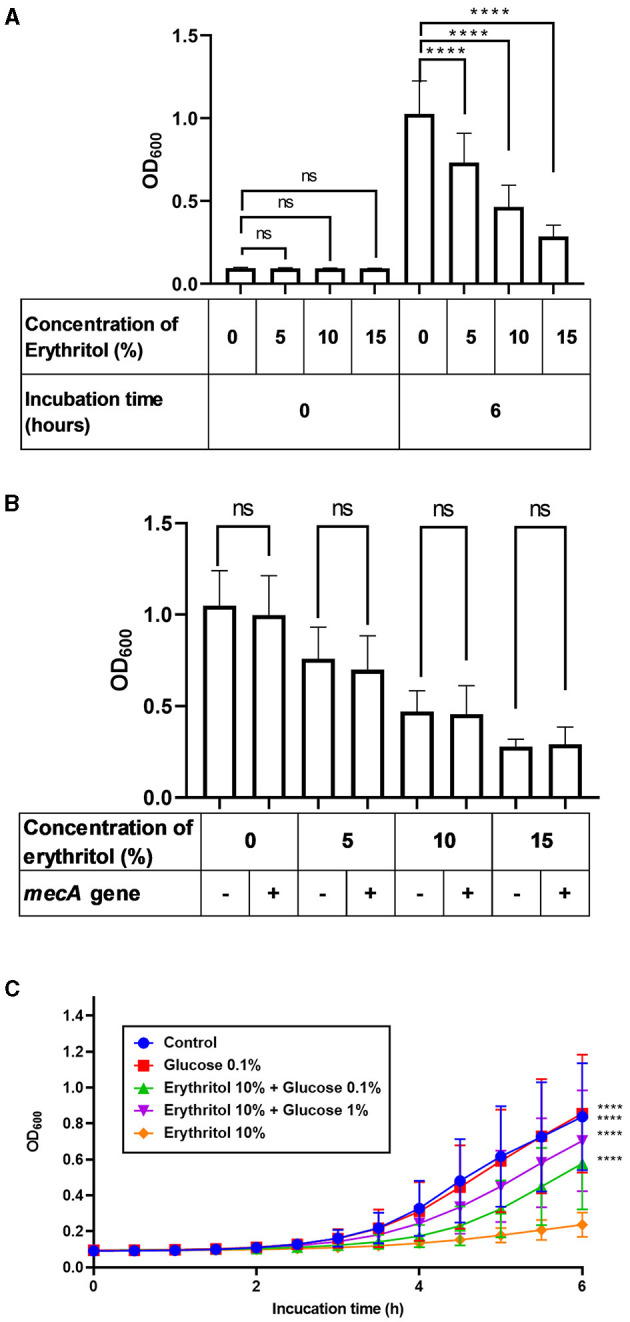
Restoration of erythritol-induced growth inhibition of SC clinical isolates by glucose supplementation. **(A)** Bacterial turbidity of the SC clinical isolates (*n* = 27) immediately or 6 h after incubation with different doses of erythritol. **(B)** Comparison of bacterial turbidity between *mecA* gene-positive and -negative SC strains 6 h after incubation with different doses of erythritol. **(C)** Fluctuation of the bacterial turbidity of the SC strains incubated with different doses of erythritol and glucose. ns, not significant; ****p < 0.0001.

Considering the upregulation of PTS-related genes and growth inhibition, we wondered whether carbohydrate starvation in response to erythritol caused the growth inhibition of the SC clinical isolates. Therefore, we investigated whether glucose supplementation of the culture media of the SC clinical isolates would overcome the growth inhibition induced by erythritol. We found that the turbidity of the SC clinical isolates supplemented with 10% erythritol and 0.1% (0.577 ± 0.250, *p* < 0.0001) or 1% glucose (0.704 ± 0.275, *p* < 0.0001) was significantly higher than that upon supplementation with 10% erythritol alone (Figure 2C).

## Discussion

### Erythritol may induce glucose starvation in SC

The present study revealed that erythritol significantly upregulated the expression of *glcB* and *ptsG* encoding PTS transporter subunit IIBC in the SC strain. GO analysis predicted that the transcripts of these two genes function as glycoside- and glucose-specific enzyme II components EIICBA, respectively. The upregulation of *ptsG* gene expression in response to erythritol in SC was in agreement with the data obtained in our recent study using an SP strain (26). The EIICBA are membrane permeases that play significant roles in the uptake of carbohydrates into the bacterial cytoplasm (32, 33). EIIA, EIIB, and EIIC usually specifically incorporate one substrate or closely related carbohydrates into bacterial cytoplasm (34).

Furthermore, restoration of the erythritol-induced growth suppression by glucose supplementation implies that glucose starvation in response to erythritol may cause the upregulation of PTS-related gene expression and result in the growth inhibition of SC. It was reported that, in *S. mutans*, xylitol 5-phosphate, a metabolite derived from xylitol, directly inhibits glycolytic enzymes and competes with glucose 6-phosphate, a glucose metabolite incorporated into glycolysis (24). We speculate that erythritol or its metabolites also compete for the glycolytic enzyme in SC, although the exact erythritol uptake and metabolic pathways in the staphylococci have yet to be determined.

Previous studies revealed that the *ptsG* operon of *S. carnosus* consists of two adjacent genes, *glcA* and *glcB*, which encode IICBA^Glc^1 and IICBA^Glc^2, respectively (32, 33, 35). Analysis of the deduced amino acid sequence suggested that the *ptsG* gene in SC (NCBI WP_ 050331035.1) consists of two components, PTS-II-BC-glcB (glucose-specific IIBC component) and PTS-EIIA-1, while the *glcB* gene in SC (NCBI WP_ 0503356536.1) consists of two components, PTS-II-BC-glcB and NagE (IIA component). Efforts should be made to ensure consistency in the gene nomenclature between *S. carnosus* and SC. Nevertheless, the sequence analysis suggested that these two genes encode enzyme II components crucial in carbohydrate uptake into SC.

### Differences in erythritol-induced alteration of gene expression profiles in SC and SP

In the SP strain, erythritol upregulated *ppdK* and *ppdkR*, which are other PTS-related genes predicted to encode pyruvate phosphate dikinase (PPDK) and PPDK regulatory protein (PPDKR), respectively (26). The same study also revealed that erythritol downregulated the expression of *pur* operon genes involved in the synthesis of inosinic acid (IMP) leading to purine biosynthesis in the SP strain. However, such changes were not recognized in the present study using the SC strains. 

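The pur operon, which encodes the enzymes that make inosinic acid, was lower with erythritol in all of its 11 genes, from purE to RS06635 (phosphoribosylamine--glycine ligase). The median log2 fold change of the 11 genes was -1.11, and 6 of them lay below -1. purS, a subunit of phosphoribosylformylglycinamidine synthase, fell from 36.4 ± 6.59 to 13.1 ± 0.959 CPM (SD, n = 3 each), a log2 fold change of -1.47 (standard error 0.148, adjusted p = 2.52e-04 from edgeR's quasi-likelihood test). purL, another subunit of this enzyme, fell from 190 ± 38.2 to 87.6 ± 7.58 CPM (SD, n = 3 each), and RS06635, the gene that moved least, had -0.47 (standard error 0.103, adjusted p = 0.00968). ppdK (RS05570), which encodes pyruvate, phosphate dikinase, fell from 2280.2 ± 70.7 to 1575 ± 185 CPM (SD, n = 3 each), a log2 fold change of -0.53 (standard error 0.0924, adjusted p = 0.00329).

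**Figure D2:**
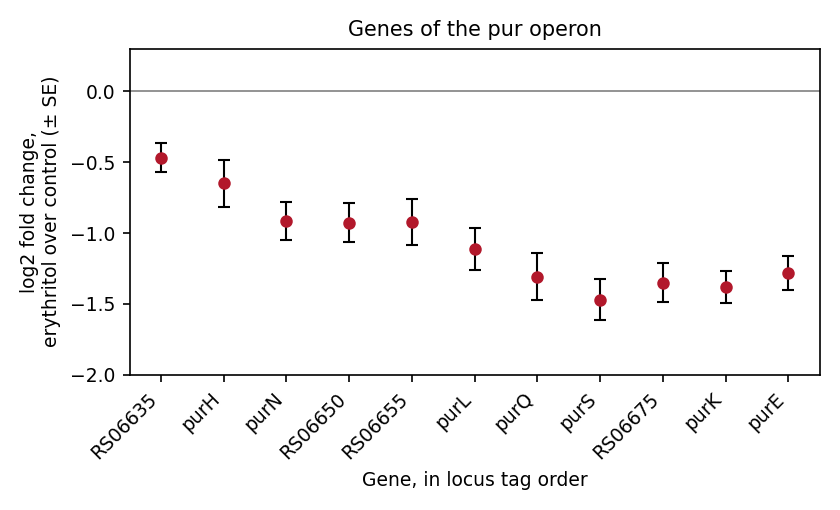
Log2 fold change of erythritol over control for the 11 genes of the pur operon, in the order of their locus tags. Bars are the standard errors, and 0 marks equal levels. All 11 values lie below 0, between -1.47 and -0.47.

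In each of the 11 genes and in ppdK, the control libraries all lay above the erythritol libraries (exact two-sided permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). purK had a log2 fold change of -1.38 (standard error 0.114) and purE one of -1.28 (adjusted p = 1.92e-04). purH had -0.65 (standard error 0.169, adjusted p = 0.0178), and it no longer passed without erythritol replicate 1 (adjusted p = 0.0643) or erythritol replicate 2 (adjusted p = 0.0629). The median log2 difference between control replicates 1 and 3 over the 11 genes was 0.528. Of 15 genes of purine synthesis, 12 were lower, 0 were higher and 3 did not pass (12 lower when adjusted over the list alone). At an unadjusted p under 0.05 the counts were also 12 lower and 0 higher, and exactTest and DESeq2 called 0 higher. The list passed camera (adjusted p = 3.29e-04, and adjusted p = 0.563 with an estimated correlation). guaA and guaB, which lead from inosinic acid to guanine nucleotides, had 0.07 (standard error 0.0560) and 0.10 (standard error 0.0641) and did not pass. Without control replicate 1, guaB was higher (0.15, adjusted p = 0.0352). RS05565 and RS06065, a pair of kinase/pyrophosphorylases, the family of the regulator of the dikinase, went in opposite directions. RS05565, next to ppdK, fell from 875 ± 36.9 to 605 ± 87.2 CPM (SD, n = 3 each), a log2 fold change of -0.53 (standard error 0.107). RS06065 had 0.26 (standard error 0.0890, adjusted p = 0.0494), and without control replicate 2 or 3 or any of the erythritol replicates its adjusted p lay between 0.0872 and 0.143. Of 7 genes of gluconeogenesis and of the regeneration of phosphoenolpyruvate, 5 were lower, 1 was higher and 1 did not pass (5 and 1 when adjusted over the list alone). The list did not pass camera (adjusted p = 0.125, and adjusted p = 0.563 with an estimated correlation), but did at the preset correlation without control replicate 2 (adjusted p = 0.0394). RS00190, a glyceraldehyde-3-phosphate dehydrogenase, and RS06440, pyruvate carboxylase, had -0.59 (standard error 0.0711) and -0.57 (standard error 0.0895). pckA, phosphoenolpyruvate carboxykinase, had -0.37 and is named after its value was seen, and the 1 higher gene was RS06065. Of 5 genes of the pentose phosphate pathway, 1 was higher, 1 lower and 3 not past (1 and 1 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.946). The higher one was tkt, transketolase, at 0.25 (standard error 0.0794), and the lower one RS03065, glucose-6-phosphate dehydrogenase, at -0.16 (standard error 0.0501). Both counts were 0 without control replicate 2 or 3 or any of the erythritol replicates, and without control replicate 1, 1 was higher and 2 were lower.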

Possible reasons for this discrepancy include differences in the bacterial species or that such changes are a late phenomenon occurring in response to glucose starvation. Indeed, PPDK and PPDKR contribute to the regeneration of PEP necessary to reactivate PTS (36, 37), and phosphoribosyl pyrophosphate, the precursor of IMP, is a metabolite derived from glucose 6-phosphate through the pentose phosphate pathway (38). The expression of genes encoding *vraTSR*, which are associated with resistance to β-lactams and glycopeptides in *S. aureus* (39–43), and *sgtB*, which is involved in proteoglycan biosynthesis in *S. aureus* (44), was also upregulated in the SP strain. The present study revealed slight increases in *vraS, sgtB*, and *vraR* gene expression (|log_2_FC| < 1.9) (Supplementary Table 3). However, the biological significance of these changes induced by erythritol in SC was not identified in this study because the changes in the susceptibility of SC to antibiotics were not evaluated.

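A block of 4 neighbouring genes, RS00575 to RS00590, rose together with erythritol. It holds RS00585, a sensor histidine kinase, and RS00590, a response regulator, which follow liaF (RS00580). RS00585 rose from 270.4 ± 21.6 to 1037 ± 103 CPM (SD, n = 3 each), a log2 fold change of 1.94 (standard error 0.0939, adjusted p = 1.37e-05 from edgeR's quasi-likelihood test). RS00590 rose from 165 ± 2.02 to 588 ± 74.2 CPM (SD, n = 3 each), a log2 fold change of 1.83 (standard error 0.0937). sgtB (RS00645), which encodes a monofunctional peptidoglycan glycosyltransferase, rose from 71.7 ± 11.8 to 255 ± 20.5 CPM (SD, n = 3 each), with a standard error of 0.128 on the log2 scale. The deposited table gives neither the name vraS nor vraR, so that the pairing of RS00585 and RS00590 with these names rests on their place after liaF. liaF itself rose by 2.04 (standard error 0.122, adjusted p = 3.79e-05). In these genes all erythritol libraries lay above all control libraries (exact two-sided permutation test for RS00585, RS00590 and sgtB, p = 0.1, the smallest p that 3 libraries against 3 allow). Of 10 genes of cell wall stress, 5 were higher, 2 lower and 3 not past the test (6 and 3 when adjusted over the list alone). The list passed camera (adjusted p = 0.00467, and adjusted p = 0.431 with an estimated correlation). Its members had in part been read in the paper beforehand, so that the count is not independent evidence, and it does not hold liaF, RS00585 or RS00590 because the table lacks their names. pbp4, a penicillin-binding protein, rose by 1.82 (standard error 0.114) and RS01435, of the LCP family of cell wall enzymes, by 1.22 (standard error 0.0630). RS01030, undecaprenyl-diphosphate phosphatase of the lipid carrier cycle, rose by 1.01 (standard error 0.100) and is named here after its value was seen. The other higher gene was RS02835, a penicillin-binding protein, at 0.24. The lower genes were RS05720 (-0.20), of the LCP family, and RS01535 (-0.24), which encodes the response regulator LytR rather than a cell wall enzyme, and all 3 are named after their values were seen. The 2 lower genes of the list became 0 without erythritol replicate 1 and 1 without control replicate 2, erythritol replicate 2 or erythritol replicate 3.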

### Future perspectives on the application of erythritol clinically

We also revealed that erythritol inhibited the growth of SC isolated from the skin lesions of canines with pyoderma. A previous study revealed that erythritol has a bacteriostatic effect on bacteria associated with canine periodontal disease (45). Based on these findings, we assumed that SC strains whose growth was inhibited in the presence of erythritol may grow on agar plates for colony counting and thus did not analyze the effect of erythritol on colony-forming units. Studies have reported that erythritol was more efficient at inhibiting the growth of human oral commensal streptococci than xylitol (18), while such efficacy of erythritol against SP and SC clinical isolates was similar to that of xylitol (25).

Unlike in humans, the safe dosage range of xylitol in dogs is narrow and there is a risk of xylitol toxicity such as hypoglycemia and acute liver failure, which raises safety concerns (46, 47). In contrast, erythritol was less likely to cause hypoglycemia and appeared to be safe for dogs, as determined by oral toxicity studies (48, 49). Therefore, topical application of erythritol is expected to have the potential to alleviate the clinical severity of canine pyoderma caused by SC or to prevent its recurrence. Future clinical trials with topically applied erythritol for canine pyoderma are expected. It is also anticipated that erythritol can prevent SC infections via contaminated medical equipment in humans and animals.

## Conclusion

Our findings suggest that glucose starvation in response to erythritol contributes to growth inhibition in SC. Our findings also suggest the potential of erythritol in preventing SC-associated cutaneous infections in dogs and the contamination of medical equipment.

## Data availability statement

The RNA-seq data are available at Gene Expression Omnibus (GEO) in The National Center for Biotechnology Information with GEO accession number GSE245057. All other data are available from the corresponding author upon reasonable request.

## Author contributions

SO-S: Formal analysis, Investigation, Writing – original draft. TF: Formal analysis, Conceptualization, Methodology, Writing – review & editing. KW: Writing – review & editing, Investigation. RM: Investigation, Writing – review & editing. KI: Investigation, Writing – review & editing, Formal analysis. YT: Writing – review & editing, Methodology. TT: Writing – review & editing, Conceptualization. KN: Conceptualization, Writing – review & editing.

# Supplementary material for: Erythritol alters phosphotransferase gene expression and inhibits the in vitro growth of Staphylococcus coagulans isolated from canines with pyoderma
**Source:** Front Vet Sci. 2024 Jan 4;10:1272595. doi: 10.3389/fvets.2023.1272595
**Supplement:** Supplementary file 1

**Erythritol alters phosphotransferase gene expression and inhibits the *in vitro* growth of *Staphylococcus coagulans* isolated from canines** **with pyoderma**

Saki Onishi-Sakamoto^1^, Tadashi Fujii (ORCID: 000-0001-7466-895X)^2,3^, Keito Watanabe^4^, Reina Makita^5^, Keita Iyori (ORCID: 0000-0003-1977-4201)^6^, Yoichi Toyoda^6^, Takumi Tochio (ORCID: 0000-0003-3206-4116)^2,3^, Koji Nishifuji (ORCID: 0000-0003-4583-5485)^7,*^

**Supplemental Figure Legends**

Suppl. Fig. 1 Heatmap showing differentially expressed genes in *S. coagulans* JCM7470 incubated with erythritol or control.

Suppl. Fig. 2 Time-course fluctuation of bacterial turbidity of all SC strains, *mecA* gene-positive strains, and *mecA* gene-negative strains incubated with different doses of erythritol.

# Supplementary material for: Erythritol alters phosphotransferase gene expression and inhibits the in vitro growth of Staphylococcus coagulans isolated from canines with pyoderma
**Source:** Front Vet Sci. 2024 Jan 4;10:1272595. doi: 10.3389/fvets.2023.1272595
**Supplement:** Supplementary file 2

**Supplemental Table 1** Primers used for multiplex PCR and RT-qPCR

| Genes | Primer set | Sequence (5′–3′) | PCR product length (bp) | Reference |
| --- | --- | --- | --- | --- |
| *S. schleiferi* | sch-F | AATGGCTACAATGATAATCACTAA | 526 | Sasaki et al., 2010 |
|  | sch-R | CATATCTGTCTTTCGGCGCG |  |  |
| *mecA* | mecA-F | TAGTCCGTAACCTGAATCAGC | 131 | Gonzalez-Domínguez et al., 2020 |
|  | mecA-R | TGCTATCCACCCTCAAACAG |  |  |
| *glcB* | glcB-F | CGGCAATAACATGCAAGCGA | 173 | This study |
|  | glcB-R | CAGGGGCAACAACTGAGACA |  |  |
| *ptsG* | ptsG-F | AATCCGTGAAGGTGCGAACT | 160 | This study |
|  | ptsG-R | TGTTAAAGCAGCAGAGCCCA |  |  |
| *recA* | recA-F | CATTAGGGGTTGGCGGCTAT | 154 | This study |
|  | recA-R | GGATCCAACGCATGTTCAGC |  |  |

**Supplemental Table 2** Results of disk diffusion susceptibility tests of 27 SC clinical isolates

| **Antimicrobial agent** | **Number of susceptible strains (%)** | **Number of intermediate strains (%)** | **Number of resistant strains (%)** |
| --- | --- | --- | --- |
| Amoxycillin-clavulanate (AMPC/CVA) | 14 (51.9) | 0 (0.0) | 13 (48.1) |
| Cefalexin (CEX) | 14 (51.9) | 0 (0.0) | 13 (48.1) |
| Cefpodoxime (CPDX) | 14 (51.9) | 0 (0.0) | 13 (48.1) |
| Cefovecin (CFV) | 14 (51.9) | 0 (0.0) | 13 (48.1) |
| Faropenem (FRPM) | 14 (51.9) | 0 (0.0) | 13 (48.1) |
| Enrofloxacin (ERFX) | 8 (29.6) | 4 (14.8) | 15 55.6) |
| Marbofloxacin (MBFX) | 8 829.69 | 1 (3.7) | 18 (66.7) |
| Gentamicin (GM) | 26 (96.2) | 1 (3.7) | 0 (0.0) |
| Sulfamethoxazole-trimethoprim (ST) | 26 (96.2) | 0 (0.0) | 1 (3.7) |
| Clindamycin (CLDM) | 27 (100.0) | 0 (0.0) | 0 (0.0) |
| Lincomycin (LCM) | 24 (88.9) | 3 (11.1) | 0 (0.0) |
| Erythromycin (EM) | 26 (96.2) | 1 (3.7) | 0 (0.0) |
| Doxycycline (DOXY) | 25 (92.6) | 1 (3.7) | 1 (3.7) |
| Minomycin (MINO) | 26 (96.2) | 1 (3.7) | 0 (0.0) |
| Chloramphenicol (CP) | 27 (100.0) | 0 (0.0) | 0 (0.0) |
| Fosfomycin (FOM) | 25 (92.6) | 0 (0.0) | 2 (7.4) |
| Rifampicin (RFP) | 27 (100.0) | 0 (0.0) | 0 (0.0) |
| Mupirocin (MUP) | 27 (100.0) | 0 (0.0) | 0 (0.0) |

**Supplemental Table 3** Top 15 upregulated genes (top table) and top 15 downregulated genes (bottom table) by erythritol

| **Log_2_FC** | **p-value** | **Gene_id** | **Gene product** | **Gene　name** | **Log_2_FC** | | **p-value** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | **Estimated PPV (>0.3)** | **Description** | **Estimated PPV (>0.5)** | **GO-id** | **Description** |
| 5.458723 | 0 | RS07705 | WP_103356536.1 glucose-specific PTS transporter subunit IIBC [*Staphylococcus coagulans*] | *glcB* | 0.71 | PTS system glucoside-specific EIICBA component | 0.82 | GO:1904659 | Glucose transmembrane transport |
|  |  |  |  |  |  |  | 0.71 | GO:0009401 | Phosphoenolpyruvate-dependent sugar phosphotransferase system |
|  |  |  |  |  |  |  | 0.59 | GO:0016310 | Phosphorylation |
| 4.458835 | 2.38E-63 | RS04520 | WP_050329956.1 MULTISPECIES: hypothetical protein [*Staphylococcus*] |  |  |  |  |  |  |
| 3.72684 | 1.1256E-203 | RS02480 | WP_050331035.1 MULTISPECIES: glucose-specific PTS transporter subunit IIBC [*Staphylococcus*] | *ptsG* | 0.71 | PTS system glucose-specific EIICBA component | 0.82 | GO:1904659 | Glucose transmembrane transport |
|  |  |  |  |  |  |  | 0.72 | GO:0009401 | Phosphoenolpyruvate-dependent sugar phosphotransferase system |
|  |  |  |  |  |  |  | 0.59 | GO:0016310 | Phosphorylation |
| 3.622495 | 2.72011E-53 | RS10000 | WP_103356650.1 hypothetical protein [*Staphylococcus coagulans*] |  |  |  |  |  |  |
| 3.189249 | 4.64706E-46 | RS10595 | WP_050345836.1 MULTISPECIES: DUF5011 domain-containing protein [*Staphylococcus*] |  | 0.51 | Chitinase |  |  |  |
| 2.809425 | 3.33277E-57 | RS05230 | WP_050331696.1 MULTISPECIES: M50 family metallopeptidase [*Staphylococcus*] |  | 0.56 | M50 family metallopeptidase |  |  |  |
| 2.685329 | 3.35118E-83 | RS06505 | WP_060830091.1 MULTISPECIES: ABC transporter permease [*Staphylococcus*] | *potC* | 0.36 | Polyamine transporter subunit membrane component of ABC superfamily | 0.8 | GO:0015675 | Nickel cation transport |
|  |  |  |  |  |  |  | 0.55 | GO:0055085 | Transmembrane transport |
| 2.627947 | 1.33573E-90 | RS07855 | WP_060829246.1 MULTISPECIES: 6-phospho-beta-glucosidase [*Staphylococcus*] | *bglA* | 0.41 | 6-Phospho-beta-glucosidase | 0.59 | GO:0005975 | Carbohydrate metabolic process |
| 2.5193 | 4.53056E-71 | RS00320 | WP_050345538.1 MULTISPECIES: DUF4930 family protein [*Staphylococcus*] |  |  |  |  |  |  |
| 2.272453 | 4.88885E-68 | RS06510 | WP_060830092.1 MULTISPECIES: ABC transporter permease [*Staphylococcus*] | *potB* | 0.37 | Spermidine/putrescine ABC transporter, permease protein PotB | 0.8 | GO:0015675 | Nickel cation transport |
|  |  |  |  |  |  |  | 0.55 | GO:0055085 | Transmembrane transport |
| 2.244224 | 4.38419E-74 | RS06500 | WP_103356422.1 spermidine/putrescine ABC transporter substrate-binding protein [*Staphylococcus coagulans*] | *potD* | 0.39 | ABC transporter, periplasmic spermidine putrescine-binding protein potD | 0.77 | GO:0015846 | Polyamine transport |
| 2.194719 | 2.64047E-40 | RS07105 | WP_103356465.1 hypothetical protein [*Staphylococcus coagulans*] |  |  |  |  |  |  |
| 2.11264 | 8.99701E-84 | RS06580 | WP_103356427.1 cytochrome d ubiquinol oxidase subunit II [*Staphylococcus coagulans*] | *cydB* | 0.56 | Cytochrome d ubiquinol oxidase subunit II |  |  |  |
| 2.036686 | 6.61248E-55 | RS00580 | WP_050330548.1 MULTISPECIES: cell wall-active antibiotic response protein LiaF [*Staphylococcus*] | *liaF* | 0.78 | Transporter associated with VraSR |  |  |  |
| 2.024772 | 1.43702E-51 | RS00575 | WP_103356076.1 hypothetical protein [*Staphylococcus coagulans*] |  |  |  |  |  |  |

| **Log_2_FC** | **p-value** | **Gene_id** | **Gene product** | **Gene name** | **Log_2_FC** | | **p-value** | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  | **Estimated PPV (>0.3)** | **Description** | **Estimated PPV (>0.5)** | **GO-id** | **Description** |
| -2.161983 | 4.53102E-85 | RS05670 | WP_050331847.1 MULTISPECIES: histidine racemase CntK [*Staphylococcus*] | *cntK* | 0.88 | Histidine racemase CntK |  |  |  |
| -2.134603 | 2.0437E-52 | RS07265 | WP_103356475.1 dihydroxy-acid dehydratase [*Staphylococcus coagulans*] | *ilvD* | 0.64 | Dihydroxy-acid dehydratase | 0.73 | GO:0009099 | Valine biosynthetic process |
|  |  |  |  |  |  |  | 0.73 | GO:0009097 | Isoleucine biosynthetic process |
| -2.058082 | 5.31739E-31 | RS07255 | WP_103356473.1 acetolactate synthase small subunit [*Staphylococcus coagulans*] | *ilvN* | 0.58 | Acetolactate synthase | 0.71 | GO:0009082 | Branched-chain amino acid biosynthetic process |
|  |  |  |  |  |  |  | 0.67 | GO:0050790 | Regulation of catalytic activity |
| -2.030628 | 1.53E-71 | RS05665 | WP_060830428.1 MULTISPECIES: staphylopine biosynthesis enzyme CntL [*Staphylococcus*] | *cntL* | 1.00 | Staphylopine biosynthesis enzyme CntL | 0.8 | GO:0003941 | L-Serine ammonia-lyase activity |
|  |  |  |  |  |  |  | 0.66 | GO:0051539 | 4 iron, 4 sulfur cluster binding |
|  |  |  |  |  |  |  | 0.54 | GO:0046872 | Metal ion binding |
| -1.950413 | 2.2481E-37 | RS04710 | WP_103356336.1 ABC transporter substrate-binding protein [*Staphylococcus coagulans*] | *appA* | 0.39 | ABC transporter substrate-binding protein | 0.55 | GO:0055085 | Transmembrane transport |
| -1.934143 | 9.68059E-81 | RS05660 | WP_060830427.1 MULTISPECIES: staphylopine biosynthesis dehydrogenase [*Staphylococcus*] | *cntM* | 1.00 | Staphylopine biosynthesis dehydrogenase |  |  |  |
| -1.91262 | 2.18462E-62 | RS03395 | WP_060829327.1 MULTISPECIES: malonate decarboxylase subunit alpha [*Staphylococcus*] |  | 0.75 | Propionate CoA-transferase | 0.83 | GO:0046952 | Ketone body catabolic process |
| -1.80658 | 3.63221E-74 | RS05655 | WP_060830426.1 MULTISPECIES: nickel ABC transporter substrate-binding protein [*Staphylococcus*] | *cntA* | 0.82 | Staphylopine-dependent metal ABC transporter substrate-binding protein CntA | 0.8 | GO:0015675 | Nickel cation transport |
|  |  |  |  |  |  |  | 0.55 | GO:0055085 | Transmembrane transport |
| -1.769642 | 3.97638E-34 | RS07260 | WP_103356474.1 biosynthetic-type acetolactate synthase large subunit [*Staphylococcus coagulans*] | *ilvB* | 0.50 | Acetolactate synthase | 0.73 | GO:0009234 | Menaquinone biosynthetic process |
|  |  |  |  |  |  |  | 0.73 | GO:0009099 | Valine biosynthetic process |
|  |  |  |  |  |  |  | 0.71 | GO:0009097 | Isoleucine biosynthetic process |
| -1.723089 | 7.05474E-67 | RS11500 | WP_103356732.1 B domain-containing protein, partial [*Staphylococcus coagulans*] |  | 0.75 | Immunoglobulin G binding protein A |  |  |  |
| -1.686865 | 6.23818E-38 | RS01610 | WP_060829378.1 MULTISPECIES: class I SAM-dependent methyltransferase [*Staphylococcus*] |  | 0.3 | Class I SAM-dependent methyltransferase | 0.63 | GO:0032259 | Methylation |
| -1.677735 | 2.87713E-37 | RS04725 | WP_050345215.1 MULTISPECIES: ABC transporter permease [*Staphylococcus*] |  | 0.38 | Oligopeptide transport system permease | 0.8 | GO:0015675 | Nickel cation transport |
|  |  |  |  |  |  |  | 0.55 | GO:0055085 | Transmembrane transport |
| -1.65569 | 1.54645E-44 | RS03415 | WP_103356256.1 ABC transporter ATP-binding protein [*Staphylococcus coagulans*] | *ssuB* | 0.36 | Sulfonate/nitrate/taurine transport system ATP-binding protein |  |  |  |
| -1.632906 | 1.37193E-29 | RS07250 | WP_103356472.1 ketol-acid reductoisomerase [*Staphylococcus coagulans*] | *ilvC* | 0.67 | Ketol-acid reductoisomerase (NADP(+)) | 0.73 | GO:0009099 | Valine biosynthetic process |
|  |  |  |  |  |  |  | 0.72 | GO:0009097 | Isoleucine biosynthetic process |
| -1.623715 | 8.65638E-24 | RS04720 | WP_050345214.1 MULTISPECIES: ATP-binding cassette domain-containing protein [*Staphylococcus*] | oppF | 0.33 | Oligopeptide transport ATP-binding protein OppF | 0.71 | GO:0015833 | Peptide transport |

How the deposited data were processed for this re-analysis (not part of the article)

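RNA-seq was analysed for S. coagulans JCM7470 grown without erythritol (3 libraries) or with 5% (w/w) erythritol (3 libraries), all taken at an optical density of 0.8 to 1.0, and the libraries were grouped by this condition. The sample labels call the replicates biological, and no batch or date of sequencing is given in the sources used here. RT-qPCR and turbidity were not analysed here.

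The counts deposited by the authors are whole numbers of reads per coding sequence, from reads that they filtered, aligned with Bowtie2 2.4.1 and counted with featureCounts 2.0.0. Their processing notes also name SAMtools and edgeR 3.28.1. The RPKM deposited by the authors equal the counts divided by coding length and by the sum of the library's counts. The TPM deposited by the authors are divided by coding length and sum to 1000000.0 per library. RPKM and TPM were used only to check the unit and for the later comparisons with Table S3. The table holds coding sequences of 72 to 7152 nt (median 801 nt), and 97.05% of the lengths are multiples of 3, so that lengths are called coding lengths. It holds no rRNA or tRNA genes, which is why the share of rRNA could not be measured and a setting without such genes was not run. All 18 columns of values per sample belong to the 6 libraries.

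The libraries held 111794032 counts in all, from 15713381 to 27123064 each, and the median count per gene was 2622 to 4690 per library. In the whole table 2 values were 0. The 10 genes with the most counts took 6.94% to 7.89% of a library. Every printed error is an SD over the 3 libraries or the standard error of the fitted log2 fold change. This standard error is the size of the log2 fold change divided by the square root of the F statistic of the quasi-likelihood test. It therefore draws in part on the spread of other genes.

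Genes were filtered with filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total 15), scaled by TMM (factors 0.968 to 1.03) and fitted with the quasi-likelihood model, and p was adjusted by the Benjamini-Hochberg method over 2294 genes. All tests were two-sided. The smallest p that an exact permutation test of 3 libraries against 3 can give is 0.1. Log2 CPM for the principal components used a prior count of 2 and the 500 most variable genes. Gene lists were tested with camera of limma 3.58.1 at a preset correlation of 0.01. The software was R 4.3.3, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9.

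The genes named were chosen by a rule with 5 parts. They are every gene named in the paper's text or Table S3, whose values in the paper had been seen, and the 10 largest rises and 10 largest falls among genes past the test whose groups did not overlap. They are further, in each gene list, up to 3 genes past the test with the largest change and up to 2 not past it with the highest mean CPM. The last parts are the 5 genes with the highest mean CPM in each group, and the 2 neighbours on each side of each gene higher by more than 10-fold and of the ilv, cnt and pot genes and liaF of Table S3. The rule took 195 genes, of which the text names a part. Genes were matched to the 29 lists by symbol or by words of the product name, and 30 of 30 genes of Table S3 were found by their identifiers. A list meant to show RNA quality matched 12 genes, all of enzymes that modify rRNA or tRNA. Of these, RS09440 was higher (0.27) and rlmH lower (-0.61), a count of 1 each way (1 and 1 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.891). Their median log2 difference between control replicates 1 and 3 was 0.177.

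The alternatives were size factors of DESeq2 or library totals in place of TMM, no filter on low counts, edgeR's exactTest, DESeq2's Wald test, glmTreat against a log2 fold change of 1, counts thinned to the smallest library (seed 11), each library left out in turn, and the replicate number as a block. For the lists they were camera with an estimated correlation and fry, and for the principal components all genes, rlog and the variance stabilizing transformation. Removal of each library's trend on coding length (loess, span 0.5), removal of list members matched by a word only, and 48 other computations of the Table S3 values were added after the data had been seen.

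The procedure was tested on simulated data with 3 libraries per group (seed 7), in which 200 of 2288 genes were changed. The quasi-likelihood test called 43 of 50 genes changed 1.5-fold, 49 of 50 changed 2-fold, 50 of 50 changed 4-fold and 50 of 50 changed 8-fold. It called 8 of 2088 unchanged genes (0.38%). exactTest called 45 of the 50 genes changed 1.5-fold and 11 unchanged genes, and DESeq2 called 43 and 12. With a length trend simulated in control replicate 3 and removed, 41 of 50 genes changed 1.5-fold were called. Apart from that trend, the simulated genes varied independently of each other, whereas genes of the real libraries share differences between replicates. The shares called, those of unchanged genes among them, may therefore not hold for the real libraries.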

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

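The splits of the libraries, the removal of the length trend and the removal of genes matched by a word only were chosen after results had been seen, and the other tests in this part were planned. The gene lists given here lie outside the genes that the paper discusses, and each passed camera at an adjusted p under 0.05, which is why they are given. None of them passed when the correlation between genes was estimated, so that no list here is shown to differ from the other genes in both settings. For polyol and glycerol use the estimated correlation (0.0038) lay under the preset 0.01, so that a higher correlation among members does not account for its lost call. How far correlation accounts for the lost calls of the other lists was not tested. Camera called 14 of 28 lists for the grouping by erythritol, and the highest count in another split was 10. In 1 of 10 splits the count was as large, and 10 splits are too few for a share under 0.05. The other splits mix libraries of both conditions, so that their counts do not stand for chance.

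Of 11 genes of pyrimidine synthesis, 8 were higher and 3 did not pass edgeR's quasi-likelihood test (8 higher when adjusted over the list alone), at a median log2 fold change of 0.73 (adjusted p = 0.0286 by camera, and adjusted p = 0.622 with an estimated correlation). carB, a subunit of carbamoyl-phosphate synthase, rose by 1.28 (standard error 0.229) and RS09035, dihydroorotate dehydrogenase, by 0.74 (standard error 0.153), whereas RS09015, dihydroorotase, had 1.03 (standard error 0.461) and did not pass, but did without control replicate 1, at 1.56 (adjusted p = 0.0157). The median difference between control replicates 1 and 3 over this list was 0.416 and that between erythritol replicates 3 and 2 was 0.557. Without control replicate 3 its adjusted p by camera was 0.0852, and the 8 genes became 3 without control replicate 2 or erythritol replicate 3 and 5 without erythritol replicate 1.

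All 9 genes of the ATP synthase were higher (9 when adjusted over the list alone), at a median log2 fold change of 0.58 (adjusted p = 0.00419 by camera, and adjusted p = 0.563 with an estimated correlation). atpD, its subunit beta, rose from 2578 ± 419 to 3903 ± 213 CPM (SD, n = 3 each), and RS10410, its subunit alpha, by a log2 fold change of 0.65 (standard error 0.128). The median difference between control replicates 1 and 3 over these genes was 0.421, and 8 of the 9 passed without erythritol replicate 3.

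Of 59 genes of ribosomal proteins, 40 were higher, 0 lower and 19 not past the quasi-likelihood test (44 higher and 1 lower when adjusted over the list alone), at a median log2 fold change of 0.38 (adjusted p = 2.19e-04 by camera, and adjusted p = 0.481 with an estimated correlation). At an unadjusted p under 0.05, 44 were higher and 1 lower, DESeq2 called 44 higher and 0 lower, and exactTest called 42 higher and 0 lower. rpsD rose by 0.57 (standard error 0.0981) and rpsC by 0.62 (standard error 0.144). prmA, a methyltransferase that acts on a ribosomal protein, is counted among the 40 and had 0.26, and it is named after its value was seen. The median difference between control replicates 1 and 3 over this list was 0.183. The 40 genes became 17 without control replicate 2 and 18 without erythritol replicate 3, and 1 gene was lower without control replicate 1 or 3.

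Of 21 genes of aminoacyl-tRNA synthetases, 10 were higher and 11 did not pass (11 higher when adjusted over the list alone), at a median log2 fold change of 0.19 (adjusted p = 0.0216 by camera, and adjusted p = 0.563 with an estimated correlation). RS09360, proline--tRNA ligase, rose by 0.95 (standard error 0.0698), trpS by 0.56 (standard error 0.0923) and thrS by 0.55 (standard error 0.0822). The median difference between control replicates 1 and 3 over this list was 0.109, the 10 genes became 5 without erythritol replicate 3, and the adjusted p by camera was 0.0786 with the length trend removed.

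Of 36 genes of polyol and glycerol use, 13 were higher, 1 lower and 22 not past (12 and 1 when adjusted over the list alone), at a median log2 fold change of 0.16 (adjusted p = 0.00532 by camera, and adjusted p = 0.193 with an estimated correlation). The members that moved most do not use polyols. dltA and dltC, which attach D-alanine to teichoic acid, rose by 1.20 (standard errors 0.0624 and 0.0477), and ispD, of isoprenoid synthesis, rose by 0.79 (standard error 0.0648). The lower gene, named after its value was seen, was RS05145 (-0.25), of glycolipid synthesis. With members matched by a word only removed, 5 of 11 genes were higher and the adjusted p was 0.095. Without control replicate 1, 3 genes of the full list were lower, and without any other library 0 were.

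Of 16 genes of fatty acid synthesis, 8 were higher, 0 lower and 8 not past the quasi-likelihood test (9 higher when adjusted over the list alone), at a median log2 fold change of 0.29 (adjusted p = 0.0232 by camera, and adjusted p = 0.563 with an estimated correlation). At an unadjusted p under 0.05, 10 were higher and 1 lower, and DESeq2 and exactTest each called 10 higher and 0 lower. RS02205, ketoacyl-ACP synthase III, rose by 0.80 (standard error 0.0910), and RS05870 and RS05865, a pair of subunits of acetyl-CoA carboxylase, rose by 0.78 (standard error 0.0878) and 0.73 (standard error 0.106). The median difference between control replicates 1 and 3 over this list was 0.292. The 8 genes became 5 without control replicate 2 or 3 or any of the erythritol replicates, and 1 gene was lower without control replicate 1.

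Of 34 genes of phages and mobile elements that were tested, 18 were lower, 3 higher and 13 not past (18 and 3 when adjusted over the list alone), at a median log2 fold change of -0.46 (adjusted p = 0.00906 by camera, and adjusted p = 0.507 with an estimated correlation). RS07470, a phage holin, had -1.12 (standard error 0.0816) and RS07580, a terminase large subunit, -0.85 (standard error 0.0598). lrgA and lrgB, antiholin-like genes of the cell's own that were matched by a word and are named after their values were seen, are counted among the 3 and had 0.71 and 0.56, and the other was tnpA, a transposase, at 0.55. The 3 higher genes became 2 without control replicate 3 or erythritol replicate 2. No explanation was weighed for these lists.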

How the results depend on the processing

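The setting with the length trend removed and that with members matched by a word only removed were chosen after the data had been seen, and the others were planned. Of 52 results that answer a comparison, 25 stayed on the same side of their threshold with the same direction in every alternative run, and 0 reversed. glcB ranged from 5.33 to 5.51, ptsG from 3.68 to 3.82 and recA from -0.19 to -0.08 on the log2 scale. The genes at the paper's thresholds ranged from 149 to 183. The count of genes past the test was 733 to 1364 with 1 library left out (309 to 653 higher, 424 to 711 lower) and 818 with replicate number as a block, although the numbers do not pair the libraries (r of replicates with the same number 0, 0.113 and -0.541, each across genes, which are not independent replicates). With glmTreat it was 73 (31 higher, 42 lower), as that test asks for more than 2-fold. The median log2 fold change of all genes stayed between -0.0202 and 0.0143. The share of PC1 was 80.6% over all genes and 83.2% to 91.5% with 1 library left out. The cause was not tested for any of the following. RS06065 had 0.24 with library totals (adjusted p = 0.0996), 0.26 with thinned counts (adjusted p = 0.0519) and 0.26 with the block (adjusted p = 0.0877). With 1 library left out it ranged from 0.17 to 0.34 (adjusted p 0.00529 to 0.143).

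Camera with an estimated correlation called 0 of the 14 lists called with the preset one, fry called 20, and 13 to 16 were called with 1 library left out. The adjusted p with an estimated correlation was 0.138 for the PTS, 0.114 for beta-glucosides, 0.093 for staphylopine, 0.193 for polyols and 0.431 for branched-chain amino acids, cell wall stress and the respiratory chain. It was 0.481 for ribosomal proteins, 0.507 for phages, 0.622 for pyrimidines and 0.563 for purines, the ATP synthase, aminoacyl-tRNA synthetases and fatty acids. By fry, which does not compare a list with other genes, 6 more lists passed, with adjusted p of 0.00818 for gluconeogenesis, 0.00879 for fermentation, 0.00174 for peptide transport, 0.0384 for osmoprotection, 0.00306 for sigma B and 0.0489 for amino acid catabolism. With word matches removed, the adjusted p by camera was 0.095 for polyols and 0.0483 for sigma B, and with the length trend removed it was 0.0786 for aminoacyl-tRNA synthetases. For sigma B it was 0.397 with an estimated correlation, 0.0422 with library totals, 0.0394 with the block and 0.0123 to 0.0731 with 1 library left out. With 1 library left out it was also 0.0394 to 0.244 for gluconeogenesis, 0.000878 to 0.0852 for pyrimidines and 0.0448 to 0.471 for iron, and with an estimated correlation it was 0.563 for gluconeogenesis and 0.858 for iron. Among 186 other named genes, 128 passed the test, 107 of them in each of 14 alternatives, 21 lost the call in at least 1 and 0 reversed. Of the 58 not past the test, 22 passed in at least 1. Of those not past the test, 16 had another sign in some alternative; a change of sign was counted as a reversal only for genes past the threshold, a rule set after a first run. The planned setting without rRNA and tRNA genes was not run, as the table holds none. Depth limits genes of few counts, of which 9 were not tested.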

Differences from the paper's values

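The paper's value of ptsG is about 3.6 at its label in Fig. 1B, read by eye, whereas the log2 fold change here was 3.76. The paper's Table S3 gives 3.727 for the same gene, which is within the replicate SD of the value here, and 3.622495 for RS10000, so that it is not certain which of these points the label marks. Of the alternatives set before the data were examined, the value without control replicate 1 (3.72) lay within the replicate SD of the label and the other 12 did not. Among 48 computations chosen after seeing the values, 11 lay within it, from 3.48 to 3.72. They were the ratio of mean counts (3.48), exactTest on counts with upper quartile scaling and tagwise or common dispersion (3.71 each), which drop 0 of the 30 genes of Table S3, and 8 ratios of CPM, for which no gene is called. These ratios were those of means without control replicate 1 and erythritol replicate 2 (3.72), without control replicate 1 and erythritol replicate 3 (3.69) or without control replicate 2 and erythritol replicate 3 (3.71), of the erythritol mean over control replicate 3 (3.67), and of erythritol replicate 1 over control replicate 2 (3.72) or 3 (3.625), erythritol replicate 2 over control replicate 3 (3.66) and erythritol replicate 3 over control replicate 3 (3.72).

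For 3 of the 30 genes of Table S3 the log2 fold change here differed from the paper's by more than the replicate SD. Both values come from the same libraries, so that the SD is only a yardstick of size. The largest difference, 0.1644 for RS10595, lay within its SD. The median size of the difference was 0.0704 over the 15 higher genes and 0.1001 over the 15 lower ones, so that differences are not particular to the 3 genes. For cntM the paper's value is -1.934143 and the value here was -2.05. For cntA the paper's value is -1.80658 and the value here was -1.93. For RS11500, which encodes a GA module-containing protein, the paper's value is -1.723089 and the value here was -1.84. All 13 alternatives set before the data were examined that give these values still differed for each of the 3 genes. Among the 48 computations chosen after seeing the values, the ratio of CPM of erythritol replicate 2 over control replicate 3 lay within the SD for cntM (-1.96), cntA (-1.84) and RS11500 (-1.76). For cntA and RS11500, exactTest on RPKM without scaling at tagwise dispersion also did (-1.88 and -1.80), as did the ratios of the erythritol mean (-1.87 and -1.72) and of erythritol replicate 3 (-1.85 and -1.67) over control replicate 3. For cntA alone, the ratio of means without control replicate 1 and erythritol replicate 1 did (-1.88). For RS11500 alone, exactTest on RPKM without scaling at common dispersion (-1.80), exactTest on TPM without scaling at either dispersion (-1.80) and the ratio of erythritol replicate 1 over control replicate 3 (-1.74) did. These exactTest settings drop 0 of the 30 genes of Table S3 at the paper's thresholds, and the ratios call no genes. In none of the 48 computations did all 30 genes lie within the SD, as 2 to 22 genes differed.

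At the paper's thresholds the count here was 168 genes (56 higher, 112 lower) against the paper's 162 (60 higher, 102 lower), which is within 1.5 times. Among the 24 tests chosen after seeing the values, exactTest on RPKM with RLE scaling gave 162 genes at tagwise and at common dispersion (54 higher and 108 lower), dropping 0 of the 30 genes of Table S3, and 0 tests gave 60 higher or 102 lower.

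The paper states that a fall of the pur operon, seen by the authors in another species, was not found in this strain, whereas 11 of 11 genes of the operon were lower here, 6 of them with a log2 fold change below -1. It states the same of a rise of ppdK and its regulator, and ppdK was not higher here (-0.53) and neither was RS05565 (-0.53), while RS06065 had 0.26 (adjusted p = 0.0494, with a range of 0.00529 to 0.143 over the alternatives).

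The paper refers to Table S3 for vraS, vraR and sgtB, and the table lists none of these genes. The paper gives an upper bound for their log2 fold changes. RS00590 (1.83) and sgtB (1.83) lay under it and RS00585 (1.94) above it. These sides were not stable, as each gene crossed the bound over the alternatives. RS00590 ranged from 1.72 to 1.91, sgtB from 1.71 to 1.94 and RS00585 from 1.85 to 2.00.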

Other observations

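Among the genes that the text above does not describe are some of surface proteins and of vitamin, arginine and sulfur metabolism, and the genes in this paragraph were named after their values were seen, apart from spa, RS05680, RS11085, RS03395 and ssuB. pdxS and pdxT, which make pyridoxal phosphate, rose by log2 fold changes of 1.93 (standard error 0.0548) and 1.76 (standard error 0.0641) by edgeR's quasi-likelihood test. arcA, argF_RS10800 and arcD, genes of arginine breakdown, rose by 1.01 (standard error 0.0951), 1.05 (standard error 0.121) and 1.00 (standard error 0.132). RS03395 to RS03420, a block of 6 genes with a malonate decarboxylase subunit (RS03395, -1.88) and transporter parts such as ssuB (-1.77), were all lower, between -1.88 and -1.49. RS05535 and RS05540, of cysteine and homocysteine metabolism, had -1.59 (standard error 0.0766) and -1.55 (standard error 0.0906). Among 41 genes of virulence and its regulators, 9 were higher, 10 lower and 22 not past (9 and 10 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.946). RS05680, a surface protein with a YSIRK-type signal peptide, rose by 1.76 (standard error 0.122), from 290.1 ± 36.1 to 983 ± 118 CPM (SD, n = 3 each), and RS11085, with an LPXTG anchor, by 1.29 (standard error 0.123). spa, a protein A gene, fell with -1.57 (standard error 0.0817) and sarA, a regulator of virulence genes, with -1.22 (standard error 0.215).

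Of 14 genes of osmoprotection and potassium uptake, 4 were higher, 2 lower and 8 not past edgeR's quasi-likelihood test (4 and 2 when adjusted over the list alone), and the list did not pass camera (adjusted p = 0.318). RS06575, a potassium uptake gene, rose by 1.04 (standard error 0.0637) and RS00735, a mechanosensitive channel, by 0.71 (standard error 0.0866), and the other genes past the test were kdpB (0.51), RS09670 (0.28), mscL (-0.77) and RS11190 (-0.53). Of 22 genes of chaperones and Clp proteases, 4 were higher, 4 lower and 14 not past (4 and 4 when adjusted over the list alone), at an adjusted p of 0.757 by camera. clpB rose by 0.58 (standard error 0.0513), and the other higher genes were dnaJ (0.40), RS04295 (0.32) and RS04290 (0.29). hfq, an RNA chaperone, and RS07520, a phage tail assembly chaperone, are counted among the 4 lower ones and had -0.75 (standard error 0.0742) and -0.67 (standard error 0.0807), and the others were hslV (-0.50) and clpX (-0.22). The median difference between control replicates 1 and 3 over the chaperone list was 0.307. Of 13 genes of the TCA cycle, 2 were lower, 0 higher and 11 not past (0 and 0 when adjusted over the list alone), at an adjusted p of 0.949 by camera, where 2 were higher and 3 lower at an unadjusted p under 0.05, DESeq2 called 2 higher and 3 lower, and exactTest called 0 higher and 2 lower. Of 7 genes of urease, 3 were higher, 0 lower and 4 not past (3 and 1 when adjusted over the list alone), at an adjusted p of 0.471 by camera, where 3 were higher and 1 lower at an unadjusted p under 0.05, and DESeq2 and exactTest called 0 lower. ureC rose by 0.44 (standard error 0.0633), and the other higher urease genes were RS06890 (0.49) and RS06885 (0.38), while the lower TCA genes were RS00155 and acnA (-0.24 each). Of the genes in this paragraph, dnaJ, RS04295, RS04290, hslV, clpX, kdpB, RS09670 and RS11190 were named after their values were seen. The 4 higher chaperone genes became 8 without control replicate 1, 1 without control replicate 2 or erythritol replicate 3 and 2 without erythritol replicate 1 or 2, and the 4 lower ones became 2 without erythritol replicate 1 or 2. Without erythritol replicate 3, 2 osmoprotection genes were higher and 1 lower. The 2 lower TCA genes became 0 without any of the erythritol replicates, and 3 were higher without control replicate 1. The 3 higher urease genes became 1 without control replicate 2 or erythritol replicate 3, and 1 was lower without control replicate 3.

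In the tests below, that of coding length for the pur operon was set before its result was seen and the others after. Control replicates 1 and 3 lay at opposite ends of PC2, and their log2 CPM differed by a root mean square of 0.370 over 2294 genes. When all libraries were thinned to the smallest total, 100.84% of the difference was left. Thinning keeps each gene's expected share of its library, so that it could not have removed the difference and does not test depth. Coding length went with the difference (r = 0.347 over genes, which are not independent replicates), but 92.74% of it was left after removal of the trend on length. The difference between erythritol replicates 3 and 2 went with it over genes (r = 0.605). These are the erythritol libraries farthest apart on PC2, so that the pair was picked on the same data. Deviations of erythritol replicate 1 from its group mean had r of 0, 0.009 and -0.006 with those of control replicates 1 to 3. An axis shared by both groups, such as a difference in growth state between cultures, may be a candidate explanation, and no biological explanation was tested.

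All 11 genes of the pur operon were lower with erythritol, and they also differed between control replicates 1 and 3. The trend on coding length does not account for the fall, since 11 genes were lower after its removal. Without control replicate 3, 11 genes were lower too. That library held the lowest levels of the 11 genes among the controls, so that leaving it out could not have removed the fall. This fit therefore does not test the depth of that library. Had the erythritol libraries carried the whole difference between control replicates 1 and 3 further, the 139 other genes with a control difference in the range of the pur genes would have fallen by about as much. Their median log2 fold change was 0.11 (SD 0.589 over genes), against -1.11 for the operon. Of the 139 genes, 40 were higher and 23 lower, and 9 lay at or below the median of the operon. A difference between cultures that acts on the pur genes, alone or with some other genes, is left open. The control difference of the pur genes (median 0.528) runs the way this needs. Genes of branched-chain amino acid synthesis also joined a control difference (median 0.439) to a fall (median -1.55), whereas those of the ATP synthase (median control difference 0.421) rose (median 0.58). An effect of erythritol on purine synthesis may remain as a hypothesis. The comparison was planned because the authors had reported a fall of these genes in another species. The fall in this strain was found and examined on the same libraries, with the state of growth at harvest left untested. The larger inoculum that the labels give for the erythritol cultures cannot be told apart from erythritol.

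The 6 libraries can be split into groups of 3 in 10 ways, which are too few for a share under 0.05. The count of genes past the adjusted test was 1099 for the grouping by erythritol and at most 0 in another split. At the paper's thresholds it was 168 and at most 16. Genes changed more than 10-fold were 4 and at most 0, pur operon genes lower were 11 and at most 0, and genes of Table S3 past the test were 30 and at most 0. In each of these, 1 split, the real one, gave a count as large. Every other split mixes libraries of both conditions, so that any difference between the conditions enters its spread and lowers its counts. The low counts of those splits therefore do not stand for chance. The Table S3 genes and the fall of the pur genes had also been seen in this grouping before the splits were run. The libraries of the groups did not overlap in 1354 genes (59.02%), where chance gives 10% for a single gene. Genes move together, so that the share in 1 grouping of these libraries may lie far from 10% by chance. Named in neither the paper's text nor Table S3 were 128 of the genes over 2-fold past the adjusted test.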
